# The role of the miR-30a-5p/BCL2L11 pathway in rosmarinic acid-induced apoptosis in MDA-MB-231-derived breast cancer stem-like cells

**DOI:** 10.3389/fphar.2024.1445034

**Published:** 2024-08-22

**Authors:** Wei Wang, Yuefen Zhang, Xiaomin Huang, Dan Li, Qi Lin, Hailin Zhuang, Hong Li

**Keywords:** apoptosis, miR-30a-5p, BCL2L11, BCSCs, rosmarinic acid, triple-negative breast cancer

## Abstract

**Background:**

Rosmarinic acid (RA), a natural phenolic acid, exhibits promising anti-cancer properties. The abnormal expression of microRNA (miRNA) regulates the gene expression and plays a role as an oncogenic or tumor suppressor in TNBC. However, the biological role of RA in miR-30a-5p on BCL2L11 during MDA-MB-231 induced breast cancer stem-like cells (BCSCs) progression and its regulatory mechanism have not been elucidated.

**Objective:**

To investigate whether RA inhibited the silencing effect of miR-30a-5p on the BCL2L11 gene and promoted apoptosis in BCSCs.

**Materials and Methods:**

We assessed the migration, colony formation, proliferation, cell cycle, and apoptosis of BCSCs after RA treatment using the wound-healing assay, colony formation assay, CCK-8 assay, and flow cytometry, respectively. The expression of mRNA and protein levels of BCL-2, Bax, BCL2L11, and P53 genes in BCSCs after RA treatment was obtained by real-time polymerase chain reaction and Western blot. Differential miRNA expression in BCSCs was analyzed by high-throughput sequencing. Targetscan was utilized to predict the targets of miR-30a-5p. The dual luciferase reporter system was used for validation of the miR-30a-5p target.

**Results:**

Wound-healing assay, colony formation assay, CCK-8 assay, and cell cycle assay results showed that RA inhibited migration, colony formation and viability of BCSCs, and cell cycle arrest in the G0-G1 phase. At the highest dose of RA, we noticed cell atrophy, while the arrest rate at 100 μg/mL RA surpassed that at 200 μg/mL RA. Apoptotic cells appeared early (Membrane Associated Protein V FITC^+^, PI^−^) or late (Membrane Associated Protein V FITC^+^, PI^+^) upon administration of 200 μg/mL RA, Using high-throughput sequencing to compare the differences in miRNA expression, we detected downregulation of miR-30a-5p expression, and the results of dual luciferase reporter gene analysis indicated that BCL2L11 was a direct target of miR-30a-5p.

**Conclusion:**

RA inhibited the silencing effect of miR-30a-5p on the BCL2L11 gene and enhanced apoptosis in BCSCs.

## Highlight

• MicroRNAs (miRNAs) is involved in the development and development of various cancers, including breast cancer. In this study, we explored the impact of miR-30a-5p on cell viability, migration, colony integration, and cell cycle in BCSCs after RA treatment, and we discovered that miR-30a-5p directly targets BCL2L11. These findings broaden and deepen the understanding of the molecular functions of miR-30a-5p and BCL2L11.

## 1 Introduction

Breast cancer is one of the most common malignancies in women. The latest results released by the World Health Organization show that about 2.3 million new cases have occurred in 2022, accounting for 11.7% of all cancer cases. It is the fourth leading cause of cancer death worldwide, with approximately 670,000 deaths, representing 6.9% of all cancer deaths (Organization, 2024). Compared to estrogen receptor-positive breast cancer, triple-negative breast cancer (TNBC) is characterized by the absence of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor-2. It is also characterized by high invasion, poor prognosis, high recurrence rate, and high mortality, accounting for about 15%–20% of all breast cancer pathological types (Ueda et al., 2020; Yin et al., 2020), and the 5-year survival rate of TNBC patients is less than 30% (Yin et al., 2020). The current treatment options for TNBC encompass diverse modalities including surgery, chemotherapy, radiotherapy, and drug therapy. Rosmarinic acid (RA) offers a selective therapeutic pathway. Our Previous study conducted cytotoxicity assessments, revealing that RA exhibits significantly higher inhibitory effects on TNBC tumor cells compared to normal breast cells (e.g., MCF-10A) (Ni et al., 2019).

Recent studies have indicated that breast cancer stem cell-like stem cells (BCSCs) and BCSCs represent a small number of subsets of cancer cells. These cells are characterized by a CD44^+^/CD24^-/low^ phenotype and are known to exhibit longevity, high proliferation, self-renewal potential, plasticity, chemotherapy resistance, and apoptosis resistance (Al-Hajj and Clarke, 2004). In the previous study of our research group, we have successfully sorted out the BCSCs with the characteristics of the CD44^+^/CD24^-/low^ phenotype (Ni et al., 2019). However, the effect of drugs on BCSCs in breast cancer is relatively weak, and moreover, is closely related to the patient’s prognosis (Liu et al., 2018).

Sarcandra glabra (S. glabra) has a long history of clinical applications in treating rheumatism and pain, and falling and beating injuries (Zeng et al., 2021). Recent studies have found that its extract is effective in various tumor treatments. One notable example is the significant improvement in chemotherapy efficacy for patients with advanced esophageal cancer when using arcandra glabra injection (Dong et al., 2019). In the extract of S. glabra, rosmarinic acid (RA) stands out as one of the phenolic acids with the highest content, serving as a quality control marker in the Chinese Pharmacopoeia for S. glabra (Zeng et al., 2021). In addition, recent studies have found that RA has anti-inflammatory, antibacterial, anti-viral, anti-oxidation, anti-tumor and other pharmacological effects (Nunes et al., 2017; Guan et al., 2022; Zhao et al., 2022; Ijaz et al., 2023). In a previous study, we isolated BCSCs from the MDA-MB-231 cell line and demonstrated that RA inhibited the viability and migration of BCSCs and induced apoptosis. Our observed associated reductions in the BCL-2/Bax ratio and Hh signaling (i.e., reduced Smo and Gli 1 pathways) suggest that these pathways are useful targets for drug development f to treat TNBC (Ni et al., 2019).

The BCL-2 protein family plays a crucial role in apoptosis signaling pathway. Scientists categorize these proteins into anti-apoptotic and pro-apoptotic groups based on their different structural domains. BCL-2 is a representative of the anti-apoptotic proteins, while Bax represents the pro-apoptotic proteins. The protein expression product of the anti-apoptotic gene BCL-2 is an intracellular membrane protein, which is mainly localized in the mitochondrial, endoplasmic reticulum, and nuclear membranes of the cell, and exerts anti-apoptotic effects. Bax, a protein homologous to BCL-2, contains three BH domains, and has pro-apoptotic effects (Muller-Rover et al., 1999). The relative ratio of BCL-2/Bax is a critical link in the induction of apoptosis after receiving a stimulatory signal (Zhou et al., 2017; Hu et al., 2018). Significant reduction in BCL-2/Bax ratio have been observed in various tumor cell lines following RA treatment (Jang et al., 2018; Li et al., 2019). Whereas our previous findings showed increased apoptosis and downregulation of BCL-2/Bax ratio in MDA-MB-231 cell-derived BCSCs after RA treatment (Li et al., 2018a; Ren et al., 2018). However, the molecular mechanisms by which RA regulates BCL-2/Bax expression remain to be further explored.

Micro-RNAs (miRNAs) are a class of small non-coding RNAs of 19–25 nucleotides in length, which can regulate the gene expression by binding to the 3′untranslated region (3′UTR) of the target gene mRNA, leading to post-transcriptional repression or degradation (Winkler, 2010). Dysregulated tiny RNA may play a role in tumor suppression or promotion by binding oncogenes or tumor suppressor genes (Zheng and Zhang, 2016). It has also been preliminarily reported that RA suppresses the proliferation of tumor cells through the regulation of miRNA. For example, RA restored the sensitivity of drug-resistant gastric cancer cell lines to 5-fluorouracil by inhibiting miR-6785-5p and miR-642a-3p (Yu et al., 2019). This demonstrates that phenolic acids in plants can regulate the expression of relevant genes through miRNA mechanism and thus inhibit TNBC proliferation (Kilic et al., 2019). However, it is unclear whether RA affects the development of MDA-MB-231 cell-derived BCSCs through miRNA.

Increasing studies have shown that miR-30a-5p is altered in a variety of tumors, such as colorectal cancer (Wei et al., 2016), non-small cell lung cancer (Zhu et al., 2017), and hepatocellular carcinoma (He et al., 2015), especially in breast cancer (Li L. et al., 2017). However, the role of miR-30a-5p in TNBC after RA action is currently unknown.

Therefore, further studies are needed to determine the regulatory role of miR-30a-5p in RA in BCSCs. We hypothesized that RA could induce apoptosis by altering miR-30a-5p levels in BCSCs and affecting the downstream expression of the BCL2L11 gene and related apoptotic genes (e.g., BCL-2, Bax, P53).

## 2 Materials and methods

### 2.1 Materials

The purity of RA extracted from S. glabra was more than 98% (identified by UPLC, Saychun Biotechnology Co. Ltd., Hubei, China). RA was dissolved in 0.1% dimethyl sulfoxide (DMSO) at the final concentrations of 0, 50, 100 and 200 μg/mL.

### 2.2 Cell culture and BCSCs enrichment

BCSCs were seeded in RPMI-1640 medium (HyClone; cat. #SH30809.01) and 100 ng/mL cholera toxin. All the mediums were supplemented with 10% fetal calf serum (PAN Biotech, Aidenbach, German) in the presence of streptomycin and penicillin. BCSCs were enzymatically lysed in 0.05% trypsin/0.025% EDTA solution and cell suspensions were cultured in bottles with low surface attachment (Corning) in serum-free RPMI-1640 medium containing 10 ng/mL basic fibroblast growth factor (Peprotech, Rocky Hill, NJ; cat. #AF-100-15), 20 ng/mL EGF (Peprotech, Rocky Hill, NJ; cat. #100-18B) and 2% B-27 Supplement (Gibco, New York, United States; cat. #17504-044). Such culture conditions help the cell suspensions convert to sphere-forming cells. All these cells were incubated in a humidified 5% CO_2_ incubator at 37°C.For transfection experiments, miR-30a-5p mimic was obtained from Sangon Biotech (Shanghai, China). Then, the cells were seeded in 6-well plates and transfected according to the supplier′s instructions. The sequences of miR-30a-5p mimic as follows:sense (5′-3′):UGU​AAA​CAU​CCU​CGA​CUG​GAA​G; antisense (5′-3′):UCC​AGU​CGA​GGA​UGU​UUA​CAU​U.

### 2.3 Wound healing assay for cell migration analysis

BCSCs were seeded at a density of 2.5 × 10^5^ cells per well in 6-well culture plates and allowed to form a confluent monolayer. The layer of cells was scraped with a 200 μL micropipette tip to create a wound. Cells were washed twice with PBS and replaced with 10% serum medium containing various concentrations of 0, 50, 100 and 200 μg/mL of RA at 0, 24, 48, and 72 h (3 wells per group), the width of the wound (3 wounds per well) was monitored under a phase-contrast microscope at × 100 and measured using an image analysis system (Image-Pro Plus 5.0; Media Cybernetics).

### 2.4 Colony-formation assay

Colony formation analysis determined the effect of 0, 50, 100 and 200 μg/mL of RA on BCSCs at 0, 24, 48, and 72 h. Briefly, 500 cells were cultured in 6-well plates containing 1 mL DMEM and supplemented with 10% FBS. The culture medium was changed once every 3 days. After 2 weeks, the medium was discarded, and the cells were fixed with 4% paraformaldehyde and stained with crystal violet for 30 min. Colonies and lithography were counted.

### 2.5 Cell apoptosis detection

5 × 10^5^ BCSCs were harvested and incubated with different concentrations of 0, 100 and 200 μg/mL RA for 48 h (3 wells per group). Cells were washed once with cold PBS, resuspended in 1 mL PBS, then dual stained with 5 μL of Annexin V-FITC and 10 μL of PI, and then incubated in the dark for 30 min. Flow Cytometry was carried out to identify apoptotic populations of the BCSCs using the FACSVerse (BD Biosciences, United States).

### 2.6 Cell viability assay

Cell viability was determined using the CCK-8 assay (BeyotimeInst Biotech, China). Briefly, 1 × 10^4^ BCSCs in each well were treated with different concentrations of 0, 100 and 200 μg/mL RA for 0, 24, 48, or 72 h. 10 μL CCK-8 solution was added to each well and incubated at 37°C for 3 h, and the absorbance was determined at 450 nm from 5 replicates using a microplate reader Bio-RAD 680 (United States). Densitometric analysis was performed, and the levels of RA-treated cells were normalized against the levels of the DMSO vehicle group. Each experiment was independently replicated at least three times.

### 2.7 Cell cycle assay

To determine the effect of 0, 100 and 200 μg/mL RA on the cell cycle distribution of BCSCs, we performed cell cycle analysis using flow cytometry. Cells were treated at 60%–70% confluency in a T-75 flask. Each experiment was done in triplicate. Briefly, following sample treatment and incubation, cells were harvested, washed, and fixed with absolute ethanol and stored until ready for use. Samples were vortexed and then centrifuged at 3,000 rpm for 5 min. Ethanol was removed, and cells were resuspended in a staining buffer (PBS with 25 μg/mL RNase A, 50 μg/mL Propidium Iodide). Stained cells were incubated at room temperature (30–60 min). FACSC calibur flow cytometer (B.D. Biosciences, San Jose, CA, United States) was used to determine the proportion of cells in each cell cycle stage within 2 h of staining. Before the analysis, the instrument was aligned with Calibrite beads (B.D. Biosciences). Samples were further analyzed using the ModFit LT 6.0 software (Verity Software House, Bedford, MA, United States).

### 2.8 RNA isolation and quantification

The mRNA levels were determined using reverse transcriptase polymerase chain reaction (RT-PCR). After the BCSCs (3 wells of a 6-well plate per group) were treated with different concentrations of 0, 100 and 200 μg/mL RA for 48 h, total RNA was extracted using the TRIzol reagent (Takara Inc., Dalian, China; cat. #9109) and then reverse-transcribed to complementary DNA (cDNA) using the RNase Hi (Takara Inc., Dalian, China; cat. #RR037A). Real-time quantitative PCR was then conducted using the SYBR Green I fluorescent dye reagent (Roche Inc., Shanghai, China; cat. #19317900) with the ABI System Sequence Detector 7500. β-actin was used as an internal standard. PCR amplifications were performed for all samples under the following conditions: (stage 1, 1 cycle) 95°C for 30 s; (stage 2, 40 cycles) 95°C for 5 s, 60°C for 32 s. For each sample, a triplicate of PCR experiments was conducted and averaged to eliminate loading errors. β-actin is calculated as an internal standard to calculate the relative amounts (2^−ΔΔCT^) of the mRNA of genes of interest. Primer sequences (Sangon Biotech, Shanghai, China) viewed in Table 1.

**TABLE 1:** Primer sequences used in this study.

Genes	Forward primer (5′-3′)	Reverse primer (5′-3′)
β-actin	CAT​GTA​CGT​TGC​TAT​CCA​GGC	CTC​CTT​AAT​GTC​ACG​CAC​GAT
BCL-2	GTG​TGT​GGA​GAG​CGT​CAA​CC	AGA​AAT​CAA​ACA​GAG​GCC​GCA
Bax	AGC​GAC​TGA​TGT​CCC​TGT​CT	TCC​AGA​TGG​TGA​GTG​AGG​CG
BCL2L11	GCC​TTC​AAC​CAC​TAT​CTC​AG	TAA​GCG​TTA​AAC​TCG​TCT​CC
P53	CTC​TCC​CAC​CAA​CAT​CCA​CT	ACGTCCACC ACCATTTGAAC

### 2.9 Western-blot assay

After the BCSCs (3 wells per group) were treated with different concentrations of RA for 48 h, the total protein of the BCSCs was extracted using BCA kit (Beyotime, China). Protein samples containing equal amounts of protein (40 μg) were size-fractionated by electrophoresis and proteins were transferred from a gel to a polyvinylidene fluoride (PVDF) membrane. The PVDF membrane was then incubated with Tris-buffered saline (pH 7.5) and 5% skim milk for 1 h at 37°C to block the binding of nonspecific proteins. The PVDF membranes were then 4°C with primary antibodies specific to BCL-2 (1:1,000, Huabio Inc., China, cat. #ET1603-11), Bax (1:1,000, Huabio Inc., China, cat. #ET1603-34), BCL2L11 (1:1,000, Huabio Inc., China, cat. #ET1608-04) and P53 (1:1,000, Huabio Inc., China, cat. #ET1601-13). The membranes were washed in TBST, incubated with secondary HRP-linked antibodies (1:5,000, Huabio Inc., China, cat. #HA1006), and then imaged with the Gel Imaging System (Clinx, China). The relative levels of proteins of interest were calculated after normalized to the β-actin levels that serve as loading controls.

### 2.10 miRNA sequencing

miRNA sequencing was implemented by Illumina HiSeq (KangChen Bio-tech, Shanghai, China). In brief, total RNA was quantified with a NanoDrop ND-100. Small RNA adapters were then ligated to the 5′and 3′ends of total RNA. After cDNA synthesis and amplification, the PCR-amplified fragments were purified from the PAGE gel, and the completed cDNA libraries were quantified by an Agilent 2,100 Bioanalyzer. Cluster generation was performed on an Illumina cBot, and sequencing was performed on an Illumina HiSeq 2000 according to the manufacturer’s instructions.miRNAs with FC > 2.0 and *p* < 0.05 were considered to be differentially expressed.

### 2.11 Dual-luciferase reporter assay

The method is based on the PAS (PCR-based Accurate Synthesis), to design the full-length overlap primers, The sequence of BCL2L11(NM 138621.5)-WT (wild type), BCL2L11 (NM 138621.5)-MUT (mutant) were synthesized by PCR, Separtively into the psicheck2.0 vector, The BCL2L11 (NM 138621.5)-WT and BCL2L11 (NM 138621.5)-MUT recombinant vector, Meanwhile, hsa-miR-30a-5p mimics was synthesized *in vitro*; Cotransferred into BCSCs by Lipo3000 liposome transfection, By using a dual-luciferase assay kit (DD1205, NovPro) to detect the regulatory effect of miR-30a-5p on BCL2L11 gene. Relative luciferase activity was calculated by dividing the firefly luciferase assay results by the Renilla luciferase assay results.

### 2.12 Statistical analysis

Data are expressed as mean ± standard deviation (SD). Differences between multiple groups were analyzed by one-way analysis of variance (ANOVA), followed by the Tukey test. The Student’s t-test was used to assess the significant differences between the two groups. Statistical analysis was performed using GraphPad (version 6.0) and SPSS (version 25.0, SPSS, IBM, Inc., Armonk, NY, United States). Alpha was set at 0.05. All the experiments were repeated three times.

## 3 Results

### 3.1 RA inhibited the migration in BCSCs

Wound healing assay was performed on cultured cells to investigate how RA affects BCSCs migration; mechanical removal of the cell culture center was positively correlated with the rate of cell migration after dissection (Figure 1A). The migration of BCSCs was effectively blocked with 200 μg/mL RA at 0, 24, 48, and 72 h, compared to control (*P* < 0.05) (Figure 1B). Note that cell size shrinkage of BCSCs was observed after RA treatment with the highest concentration (200 μg/mL) (Figure 1A).

**FIGURE 1:**
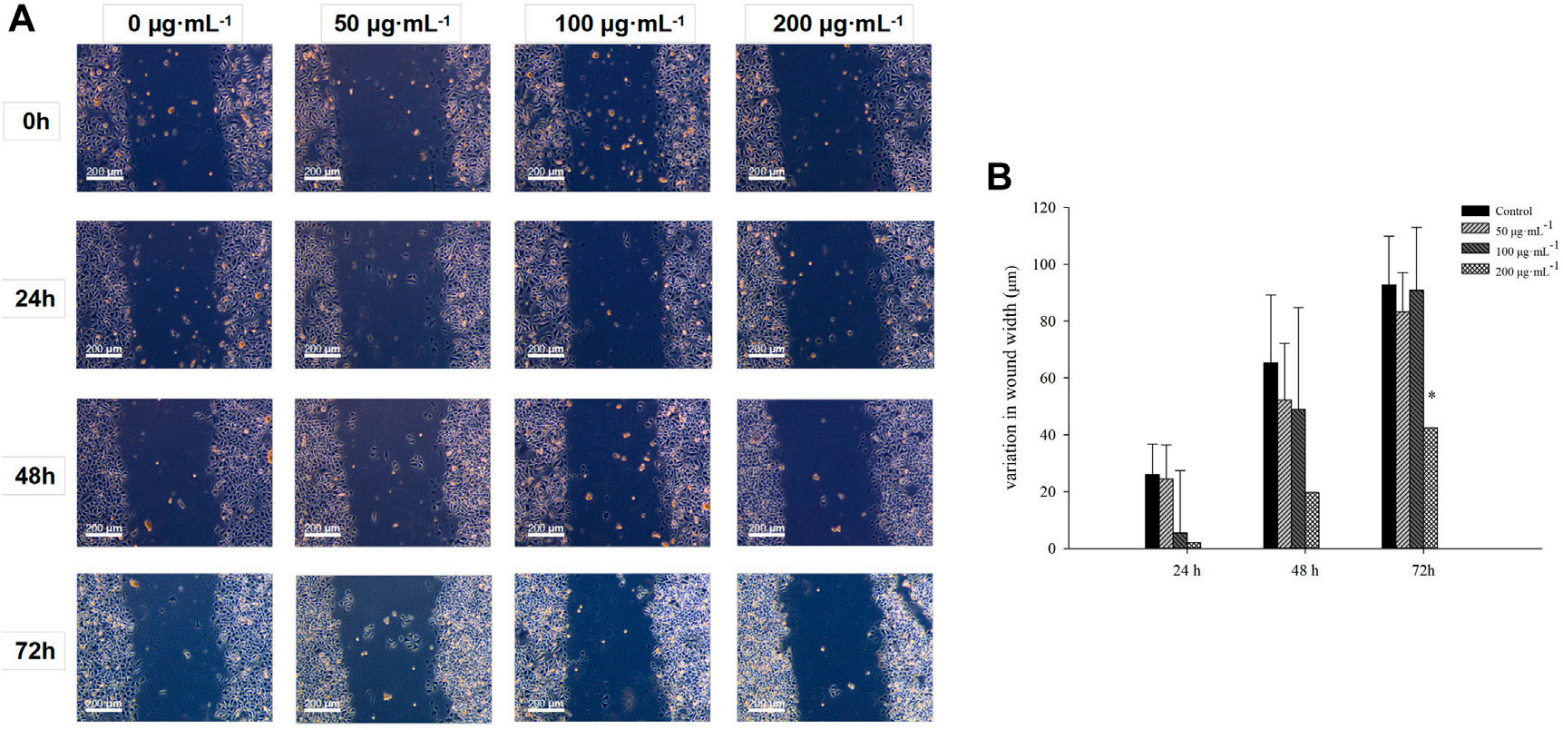
Comparison of the inhibitory effects of BCSCs on wound healing inhibition after RA treatment. **(A, B)** Variation of wound width in cultured BCSCs after 0, 50, 100 and 200 μg/mL RA treatment for 0, 24, 48 and 72 h * indicates *P* < 0.05, compared with control. group n = 3.

### 3.2 RA inhibited colony formation in BCSCs

Cell colony assays on cultured cells to investigate the effect of RA on colony formation in BCSCs showed that 100–200 μg/mL RA effectively inhibited colony formation in BCSCs at 24, 48, and 72 h compared to the control group. No significant difference was seen with 50 μg/mL RA treatment at 24 h compared to the control, and when RA treatment was extended to 48 and 72 h, 50 μg/mL RA also effectively inhibited the colony formation in BCSCs (Figures 2A, B).

**FIGURE 2:**
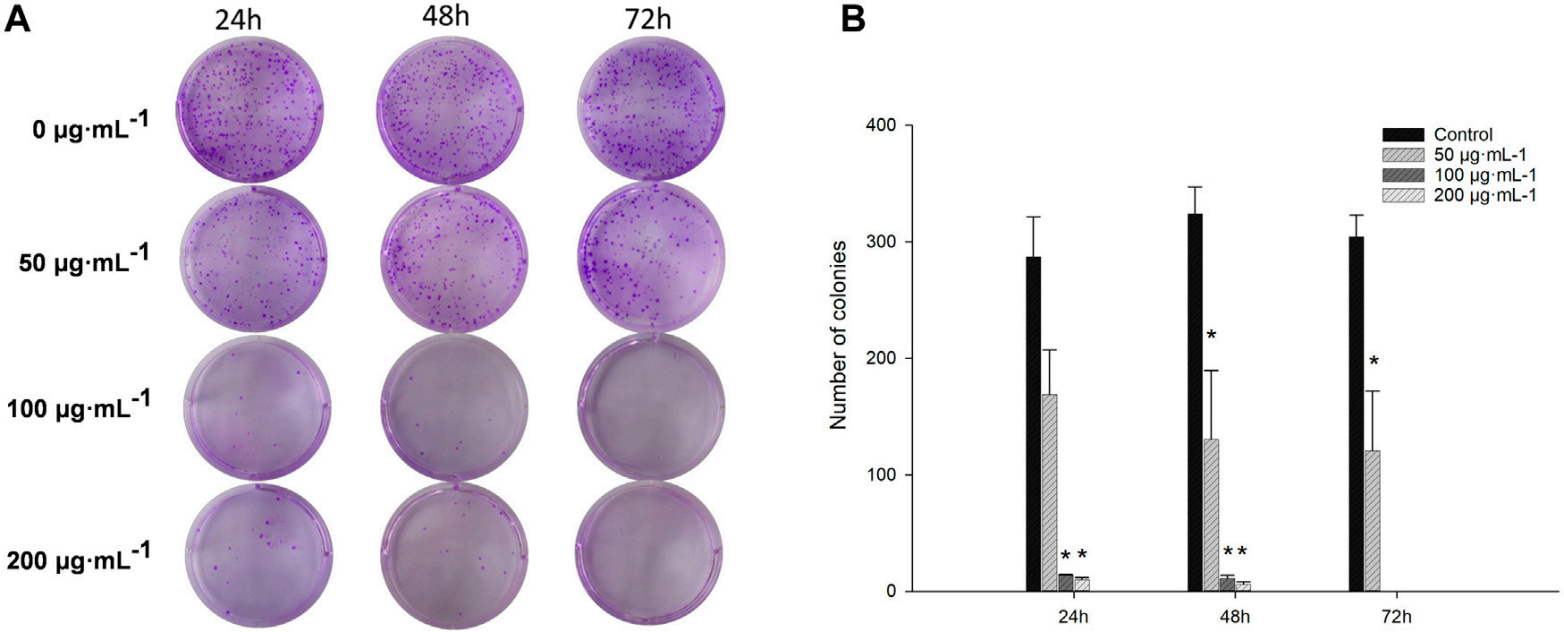
Comparison of colony formation in BCSCs after RA treatment. **(A, B)** Changes in colony formation size of cultured BCSCs treated at 0, 50, 100 and 200 μg/mL RA for 24, 48, and 72 h* indicates *P* < 0.05, compared with control. group n = 3.

### 3.3 RA decreased the viability and blocked the cell cycle in BCSCs

The effect of RA on BCSCs viability was assessed by CCK-8 assay. At 48 h, only 200 μg/mL RA significantly inhibited cell viability (all *P* < 0.05). And when extending the duration of RA action to 72 h, lower doses of 100 μg/mL also showed a significant effect of inhibiting cancer cell viability (all *P* < 0.05) (Figure 3A). Cell cycle assays on cultured cells to investigate the effect of RA on the cell cycle of BCSCs, BCSCs treated with 0.100 and 200 μg/mL RA for 48 h and analyzed using flow cytometry. The results showed that 100 and 200 μg/mL RA treatment increased both G0-G1 and S in BCSCs, with 100 μg/mL G0-G1 accumulation higher than 200 μg/mL (66.1% vs 64.2%) (Figures 3B, C).

**FIGURE 3:**
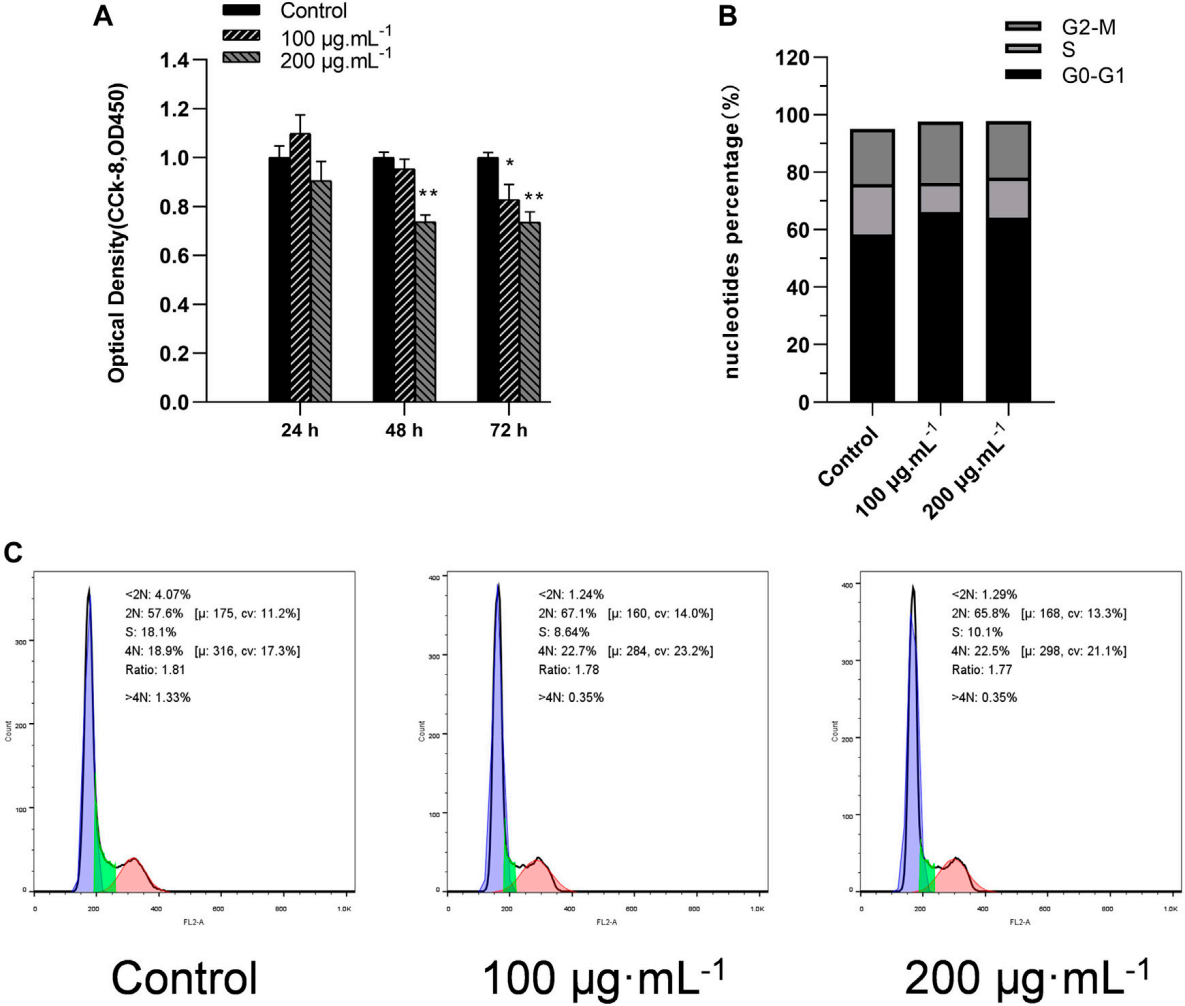
Effect of BCSCs on cell viability and cell cycle after RA treatment. **(A)** Cell viability of BCSCs treated at 0, 100 and 200 μg/mL RA for 24, 48, and 72 h by CCK-8 assay. The DMSO was used as the control group. **(B)** Percent cell cycle results of cultured BCSCs treated at 0, 100 and 200 μg/mL RA for 48 h. **(C)** Apoptotic populations of the BCSCs treated at 0, 100 and 200 μg/mL RA for 48 h were identified by flow cytometry. * and ** indicate *P* < 0.05, 0.01, compared with control. group n = 3.

### 3.4 RA induced apoptosis in BCSCs

Flow cytometry assessed the apoptosis in BCSCs after 48 h of RA treatment by staining for annexin V-FITC/PI; FITC-conjugated annexin V labeled the externalization of phosphatidylserine in apoptotic cells, while PI stained the nuclei of all cells, including healthy and dead cells. Apoptotic cells were identified as early (Membrane Associated Protein V FITC^+^, PI^−^) or late (Membrane Associated Protein V FITC^+^, PI^+^) upon administration of 200 μg/mL RA (Figure 4).

**FIGURE 4:**
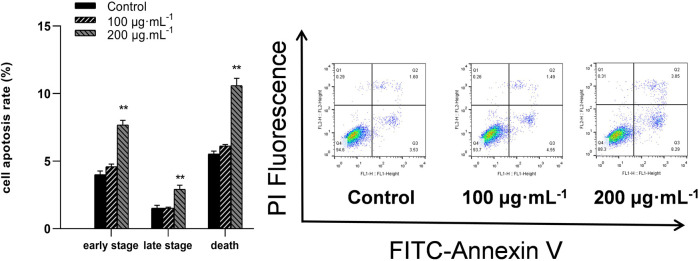
RA treatment causes apoptosis in BCSCs. Flow cytometry was performed to detect apoptotic cells treated with 0, 100 and 200 μg/mL RA for 48 h ** indicates *P* < 0.01, compared with control. group n = 3.

### 3.5 RA reduced BCL2L11 expression in BCSCs

Real-time RT-PCR analysis was conducted to measure the mRNA levels of P53 BCL2L11, BCL-2, and Bax genes, and immunoblot analysis was carried out to measure their protein levels. Compared to the control, the 100 and 200 μg/mL RA treatment significantly reduced the mRNA levels of BCL-2 while increasing those of BCL2L11, P53, and Bax (all *P* < 0.05) (Figure 5A). The 100 and 200 μg/mL RA treatment significantly decreased the protein levels of the BCL-2/Bax ratio while increasing the protein levels of Bim and P53 (all *P* < 0.05) (Figure 5B).

**FIGURE 5:**
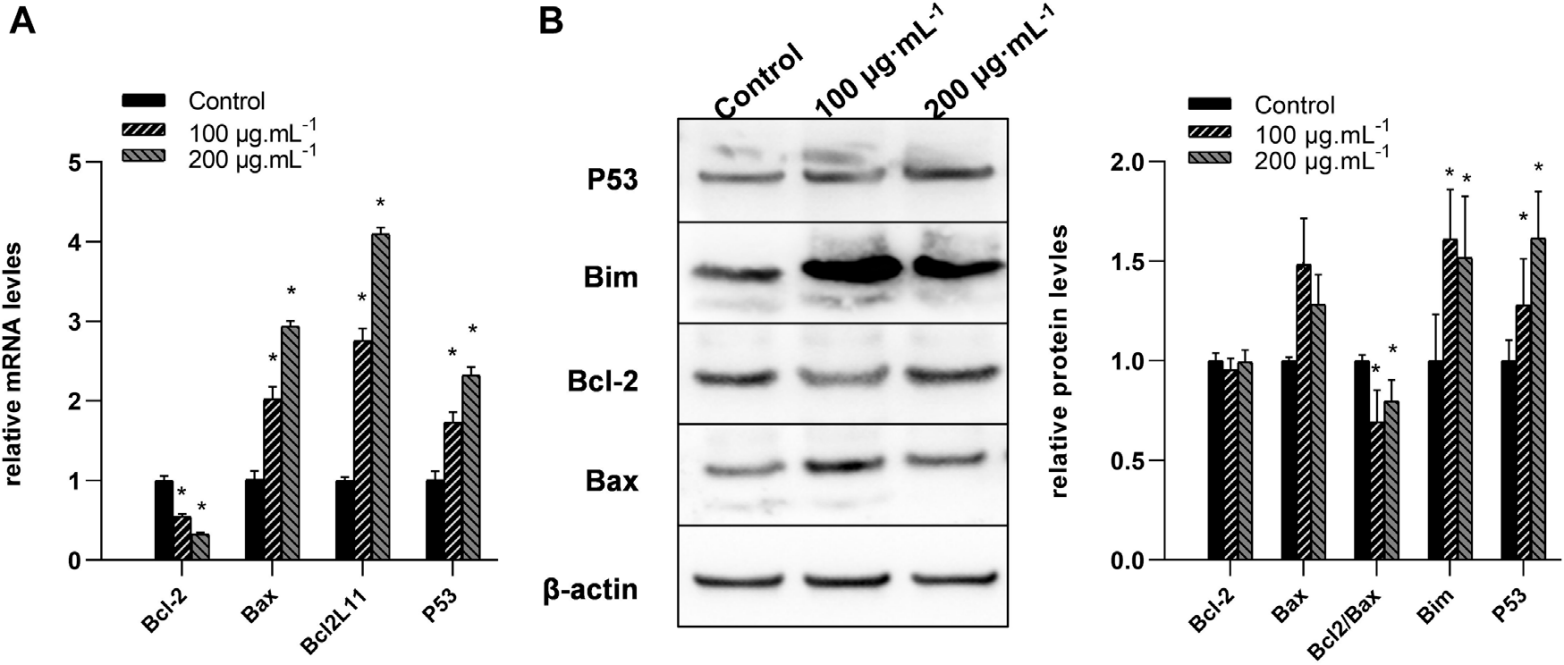
Changes of the mRNA and protein levels of BCL-2, Bax, BCL2L11, and P53 genes in BCSCs after RA treatment. **(A)** Quantitative reverse transcriptase polymerase chain reaction was used to compare the changes of the mRNA levels of BCL-2, Bax, BCL2L11, and P53 genes after 0, 100, and 200 μg/mL RA treatment at 48 h. **(B)** Left, western blot analysis of BCL-2, Bax, BCL2L11, and P53 proteins in the BCSCs; right, quantification of BCL-2, Bax, BCL2L11, and P53 proteins in the BCSCs, and data presented as bar representing mean value and error bars showing standard deviation. * indicates *P* < 0.05, compared with control. group n = 3.

### 3.6 RA reduced miR-30a-5p expression in BCSCs

High throughput sequencing was used for the comparison of miRNA expression in BCSCs treated with 200 μg/mL RA and controls. 

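Small RNA libraries from BCSCs, stem-like cells derived from the triple-negative breast cancer line MDA-MB-231, were compared after 48 h without RA (3 control libraries) and with 200 μg/mL RA, a natural phenolic acid (3 libraries). The values deposited by the authors are normalized read counts (CPM) for each mature miRNA in each library, with a log2 value for each group beside them. In all 6 libraries every value was a whole multiple of the value of 1 read, within a tolerance of 0.01 reads, so the reads behind each value could be recovered. The control libraries held 2190324, 4111404 and 3423545 miRNA reads, and the RA libraries held 1158116, 176590 and 298412. The median was 11.5-fold lower in the RA group, so that 1 read stood for 0.233 CPM in control replicate 2 and for 5.21 CPM in RA replicate 2. A miRNA with no reads in RA replicate 2 could still have been present at up to 15.6 CPM, the level of 3 reads, against 0.698 CPM in control replicate 2. These limits cover counting error only. The groups were compared with limma (with a mean-variance trend) on log2(CPM + 1), adjusted over all 449 miRNAs by the Benjamini-Hochberg method. Fold changes of low miRNAs on this scale depend on the added 1. The paper states for its experiments in general that they were repeated 3 times. Neither the text nor the sample labels say whether the 3 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries. The labels name a NextSeq 500 sequencer where the methods name a HiSeq 2000, and their extraction notes describe brain tissue where the methods describe cultured cells.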

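The 5 most abundant miRNAs were miR-21-5p, miR-148a-3p, let-7f-5p, let-7i-5p and miR-10b-5p. miR-21-5p, a miRNA abundant in many tumors, stood at 267460 ± 33893 CPM in the controls and 198374 ± 17208 CPM after RA (SD, n = 3 each), a log2 fold change of -0.43 (standard error 0.24, adjusted p = 0.35 from limma). None of these 5 passed the test, with 0 at an unadjusted p under 0.05 from limma and 0 at an adjusted p under 0.05 from edgeR's quasi-likelihood test. miR-10b-5p, which has been linked to metastasis of breast cancer, stood at 43445 ± 5773 CPM in the controls and 39695 ± 12773 CPM after RA (SD, n = 3 each). The deposited values list 449 miRNAs, of which 278 had reads in all 6 libraries and 260 had a mean of at least 10 CPM. A total of 344 had at least 1 CPM in 3 or more libraries. There were 54 miRNAs with no read in any control and 4 with no read in any RA library. Of those without control reads, 39 had reads in a single library, 31 of them in RA replicate 3 and 8 in RA replicate 2, and 29 rested on 1 read in total. RA replicate 3 listed reads for 409 miRNAs from 298412 reads, while control replicate 2 listed 375 from 4111404 reads. None of the 45 listed miRNAs of the placental cluster C19MC had a value here.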

We used high-throughput sequencing to compare miRNA expression in 200 μg/mL RA treated BCSCs and control groups, and detected 449 miRNAs. Among these, 32 miRNAs showed differential expression, with 53 upregulated and 36 downregulated. 

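After RA, 13 miRNAs were higher and 21 were lower at an adjusted p under 0.05 from limma. The lower miRNAs were led by miR-542-3p, which went from 463 ± 172 to 51.2 ± 7.39 CPM (SD, n = 3 each), and by miR-19a-3p of the oncogenic miR-17~92 cluster and miR-19b-3p, which that cluster shares with its paralog on the X chromosome. miR-101-3p, with a log2 fold change of -1.16, miR-195-5p with -1.18 and miR-378c with -1.20 were also lower. Higher miRNAs with at least 10 CPM included miR-340-5p, at 1.76 ± 1.26 CPM in the controls and 90.1 ± 41.7 CPM after RA (SD, n = 3 each), and miR-128-3p, a miRNA abundant in brain, at 263 ± 5.67 CPM in the controls and 722 ± 414 CPM after RA (SD, n = 3 each). miR-542-3p kept its call without any single library, at an adjusted p of up to 0.045 from limma. Leaving out 1 library at a time in limma ended the call of miR-19a-3p without control replicate 1 or RA replicate 3 (adjusted p up to 0.096), of miR-19b-3p without RA replicate 3 (adjusted p up to 0.063), of miR-101-3p without control replicate 1 or RA replicate 3 (adjusted p up to 0.12) and of miR-195-5p without control replicate 1 (adjusted p up to 0.06). Calls also ended for miR-378c without control replicate 1, RA replicate 2 or RA replicate 3 (adjusted p up to 0.098), miR-340-5p without RA replicate 3 (adjusted p up to 0.058) and miR-128-3p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.36).
Of 9 measured members of the miR-17~92 cluster, 3 were lower and none was higher, with 5 lower when adjusted over the list alone (adjusted p = 0.016 from limma's camera test, and adjusted p = 0.39 with an estimated correlation). miR-19b-3p and miR-20a-5p were lower, while miR-92a-3p had a log2 fold change of 0.50 and did not pass. Reads of miR-19b-3p and miR-92a-3p can come from 2 hairpins each and cannot be assigned to this cluster alone. This list was written with the paper's Table 2 in view and is not independent evidence of its direction. Of 7 members of the miR-15/16 family, which restrains the cell cycle, 1 was lower (adjusted p = 0.0053 from limma's camera test, and adjusted p = 0.52 with an estimated correlation). The miR-17 seed family had 2 lower of 6 (adjusted p = 0.018 from limma's camera test, and adjusted p = 0.62 with an estimated correlation), and the miR-23/27/24 clusters 1 of 10 (adjusted p = 0.043 from limma's camera test, and adjusted p = 0.39 with an estimated correlation). None of the 9 let-7 miRNAs, known for restraining stem-like growth, passed singly in limma (3 at an unadjusted p under 0.05 from limma and 1 at an adjusted p under 0.05 from edgeR's quasi-likelihood test), and their median log2 fold change was 0.40 (adjusted p = 0.016 from limma's camera test, and adjusted p = 0.62 with an estimated correlation). Of 16 entries whose sequences match rRNA, tRNA, snRNA, snoRNA or mitochondrial RNA, 5 were higher and none was lower (adjusted p = 0.0027 from limma's camera test, and adjusted p = 0.52 with an estimated correlation). Their summed CPM was 4336, 4407 and 4447 in the controls and 2177, 3391 and 5470 after RA, below every control in RA replicates 1 and 2. This list was also written with Table 2 in view. Its higher members were miR-4485-3p, miR-10400-5p, miR-1248, miR-1268a and miR-1268b, the last pair of which may share reads. List calls of camera ended for the miR-17~92 cluster without RA replicate 1, 2 or 3 (adjusted p up to 0.097), the miR-17 seed family without RA replicate 1 or 2 (up to 0.17), the let-7 family without control replicate 2 or RA replicate 1 (up to 0.17), the miR-23/27/24 clusters without control replicate 3 or RA replicate 1 (up to 0.12) and the entries matching other RNAs without RA replicate 3 (0.058). Over all alternatives camera called the miR-23/27/24 clusters in 8 of 19, the miR-17 seed family in 13, the let-7 family in 15 and the miR-17~92 cluster in 15. In limma the call of miR-20a-5p ended without any 1 of the libraries except RA replicate 1 (adjusted p up to 0.15). Its log2 fold change lay between -1.36 and -0.73 over 28 alternatives, and a fit without 1 library also has less power. The call of miR-10400-5p ended without RA replicate 3 (adjusted p up to 0.056). Those of miR-1248 (adjusted p up to 0.25) and miR-1268a (adjusted p up to 0.18) ended without RA replicate 2 or RA replicate 3. That of miR-1268b ended without control replicate 2, RA replicate 2 or RA replicate 3 (adjusted p up to 0.18).

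**Figure D1:**
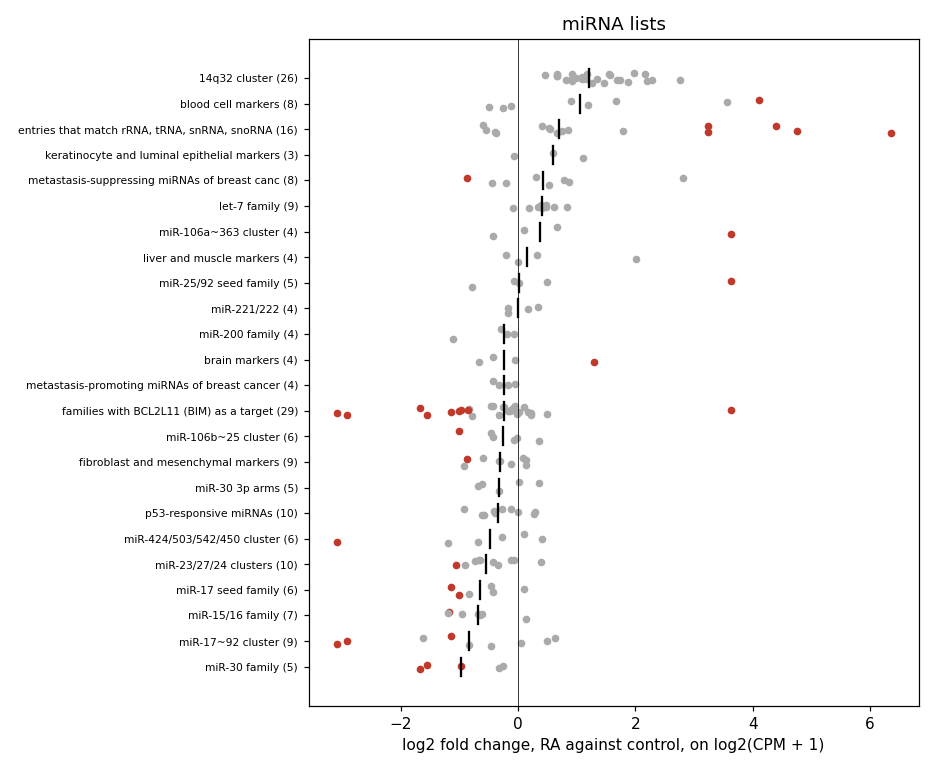
Log2 fold change of each measured miRNA (points, RA against control, on log2(CPM + 1)) by list, with the number of measured members in parentheses. Red points passed an adjusted p under 0.05 from limma, grey points did not, and the black bar is the list's median, which was -0.97 for the miR-30 family.

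By the rule of a fold change over 2 and an unadjusted p under 0.05, 27 miRNAs were higher and 27 lower. Scaling to the library total alone gave 17 higher and 11 lower at the adjusted p and moved the median log2 fold change of all miRNAs from 0.00 to 0.13, and upper-quartile factors gave 17 and 12. Without RA replicate 3 there were 17 calls, of which 8 were among the 34, and there were 10, 19 and 16 without control replicate 1, 2 or 3. Of the 25 called miRNAs that the naming rule covers, 2 kept their call without each library in turn, miR-542-3p and miR-4485-3p.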

We present the first 10 up- and downregulated miRNAs in Table 2, where the Log2(FoldChange) of miR-30a-5p was −1.68. 

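miR-30a-5p was at 27986 ± 5686 CPM in the controls and 8740 ± 1701 CPM after RA (SD, n = 3 each), a log2 fold change of -1.68 (standard error 0.23, adjusted p = 9.3e-04 from limma). Every RA library lay below every control library, with 9551, 1917 and 2339 reads in the RA libraries. Of 5 members of the miR-30 family, which share a seed, 3 were lower and none was higher (adjusted p = 8.4e-04 from limma's camera test, and adjusted p = 0.39 with an estimated correlation). These were miR-30a-5p, miR-30e-5p with a log2 fold change of -1.56 and miR-30d-5p with -0.97, while miR-30c-5p at -0.32 and miR-30b-5p at -0.25 did not pass. The family was listed with Table 2 in view, and its members are close enough in sequence that their reads may be shared. Without RA replicate 3 the log2 fold change of miR-30a-5p was -1.51, with an adjusted p of 0.052 from limma, which no longer passed. Leaving out 1 library at a time in limma ended the call of miR-30e-5p without RA replicate 3 (adjusted p up to 0.063) and of miR-30d-5p without control replicate 1, control replicate 3, RA replicate 2 or RA replicate 3 (adjusted p up to 0.12).

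**Figure D2:**
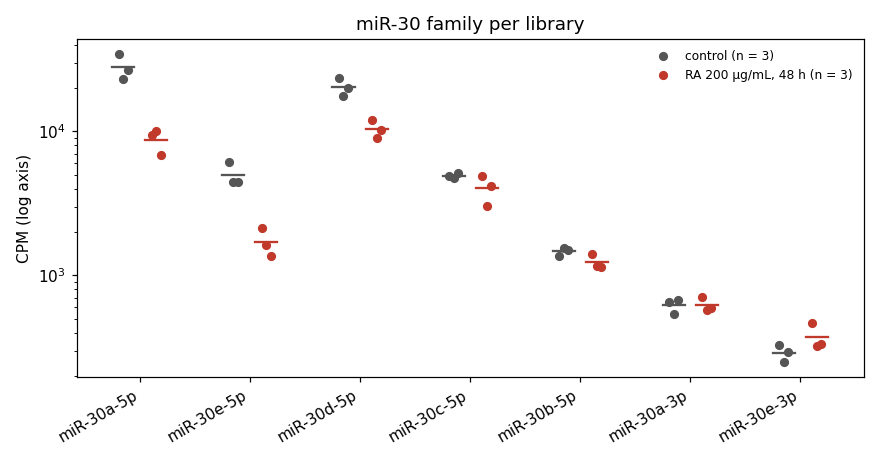
CPM (log axis) of miR-30 miRNAs in each control library (grey points) and each RA library (red points), with bars at the group means. The RA means of miR-30a-5p and miR-30e-5p were 8740 and 1707 CPM against 27986 and 5002 CPM in the controls.

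All 20 miRNAs of Table 2 had the sign given there, and 5 of the 10 higher and 5 of the 10 lower passed an adjusted p under 0.05 from limma, against 9 and 7 from edgeR's quasi-likelihood test on the recovered reads. miR-4485-3p had no control reads and 107, 10 and 33 reads after RA, at least 262-fold higher against a floor of 3 reads over the control group. miR-569 was at least 53.6-fold higher on the same floor, and its call in limma ended without control replicate 1, control replicate 2 or RA replicate 2 (adjusted p up to 0.09). Of the 10 higher miRNAs, 8 had no control reads and 4 had 10 or fewer reads over the 3 RA libraries. miR-654-3p and miR-370-3p had reads in RA replicate 3 alone, 11 and 7, and did not pass in limma. Over 25 alternatives they passed in 4 and 6. From the lower value the paper states that RA reduced miR-30a-5p expression.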

Differential miRNA expression is shown in the heat map, respectively (Figure 6A). 

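Several miRNAs stood apart in single RA libraries. miR-122-5p, a liver miRNA, had 9614 reads in RA replicate 1, which is 9493 CPM, but 1 read in RA replicate 2 and none in RA replicate 3, and 61, 40 and 5 in the controls. miR-126-3p, a miRNA of endothelial cells, had 399 and 80 reads in RA replicates 1 and 3 and none in replicate 2. miR-451a, a miRNA of red blood cells, was higher (adjusted p = 0.031 from limma), with 835, 5 and 122 reads, and its call in limma ended without control replicate 1, control replicate 3, RA replicate 1 or RA replicate 3 (adjusted p up to 0.44). Of 8 measured blood cell markers, 1 was higher and none was lower (adjusted p = 0.34 from limma's camera test, and adjusted p = 0.65 with an estimated correlation). miR-150-5p and miR-223-3p of that list had 73 and 50 reads in RA replicate 3. Of 4 liver and muscle markers and 3 keratinocyte and luminal markers, none passed in limma, with 0 and 0 at an unadjusted p under 0.05 and 0 and 0 at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of 26 members of the imprinted 14q32 cluster, none passed singly in limma (2 at an unadjusted p under 0.05 from limma and 7 at an adjusted p under 0.05 from edgeR's quasi-likelihood test), and their median log2 fold change was 1.22 (adjusted p = 7.6e-04 from limma's camera test, and adjusted p = 0.62 with an estimated correlation). RA replicate 3 held reads of all 26, RA replicate 1 of 12 and RA replicate 2 of 3. Of these 26, 10 had reads in RA replicate 3 alone and were listed only through it, so their sign was fixed beforehand. The list's median and its camera test include these 10. Without RA replicate 3 the median was 0.23 and no longer passed (adjusted p = 0.052 from camera), and over 16 alternatives it ranged from 0.00 to 4.60, the highest on edgeR's scale. That list was written with Table 2 in view.

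**Figure D3:**
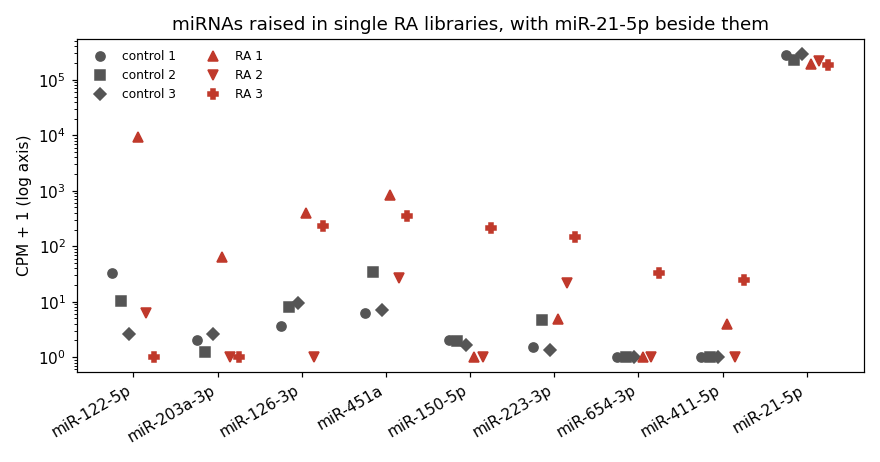
CPM + 1 (log axis) of miRNAs in each of the 3 control libraries (grey) and the 3 RA libraries (red). miR-122-5p reaches 9493 CPM in RA replicate 1 alone, while miR-21-5p lies close together in all 6 libraries.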

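Across the 449 miRNAs, the log2 values of the 2 groups as deposited by the authors had a Pearson correlation of 0.917, a description across miRNAs, which are not independent replicates. By these group values 158 miRNAs were higher by over 1.5-fold, 87 were lower and 204 lay between. Among the 260 miRNAs with a mean of at least 10 CPM, 37 were higher and 61 lower by that fold. Between single libraries the correlation of log2(CPM + 1) was 0.989 to 0.993 among controls and 0.917 to 0.933 among RA libraries. Between control and RA libraries it was 0.921 to 0.952. RA replicates 1 and 2 were each closer to every control than to any other RA library. RA replicate 3 was closer to RA replicate 1, at 0.929, than to any control. No group overlap was found for 116 miRNAs, or 25.8%, where chance gives 10% on average, and 77 of these were lower and 39 higher after RA. These miRNAs share the same libraries and are not independent, so a single grouping can lie far from that average. Depth also differed between the groups. The median log2 fold change at 10 CPM or more was -0.17, and -0.03 when scaled to the library total alone.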

Scatter plots and volcano plots illustrated the distribution and approximate number of miRNA (Figures 6B, C).

**TABLE 2:** Patterns of miRNA expression in BCSCs from 200 μg/mL RA treated and control groups.

miRNA	Log^2^(FoldChange)	*P*-value	Regulation^a^
hsa-miR-4485-3p	10.30041941	2.26188E-21	Up
hsa-miR-569	8.134568469	3.4713E-07	Up
hsa-miR-654-3p	7.278708182	0.01406	Up
hsa-miR-411-5p	7.006474478	0.00225	Up
hsa-miR-134-5p	6.687566358	0.00701	Up
hsa-miR-370-3p	6.612778726	0.01549	Up
hsa-miR-363-3p	6.598043286	2.83588E-06	Up
hsa-miR-494-3p	6.469883835	0.01093	Up
hsa-miR-4680-3p	6.450213044	0.00286	Up
hsa-miR-10400-5p	6.339730774	6.76648E-12	Up
hsa-miR-19a-3p	−3.255991474	2.20361E-08	Down
hsa-miR-542-3p	−3.19773582	1.57724E-12	Down
hsa-miR-19b-3p	−3.038521122	7.57063E-11	Down
hsa-miR-219a-5p	−2.472354636	0.04284	Down
hsa-miR-877-3p	−1.86317806	0.03185	Down
hsa-miR-18a-5p	−1.790663505	0.00732	Down
hsa-miR-30a-5p	−1.679151345	1.9247E-06	Down
hsa-miR-30e-5p	−1.54905592	0.00002	Down
hsa-miR-190a-5p	−1.465657913	0.02038	Down
hsa-miR-193a-5p	−1.437867637	0.02557	Down

^a^ 200 μg/mL vs. control.

**FIGURE 6:**
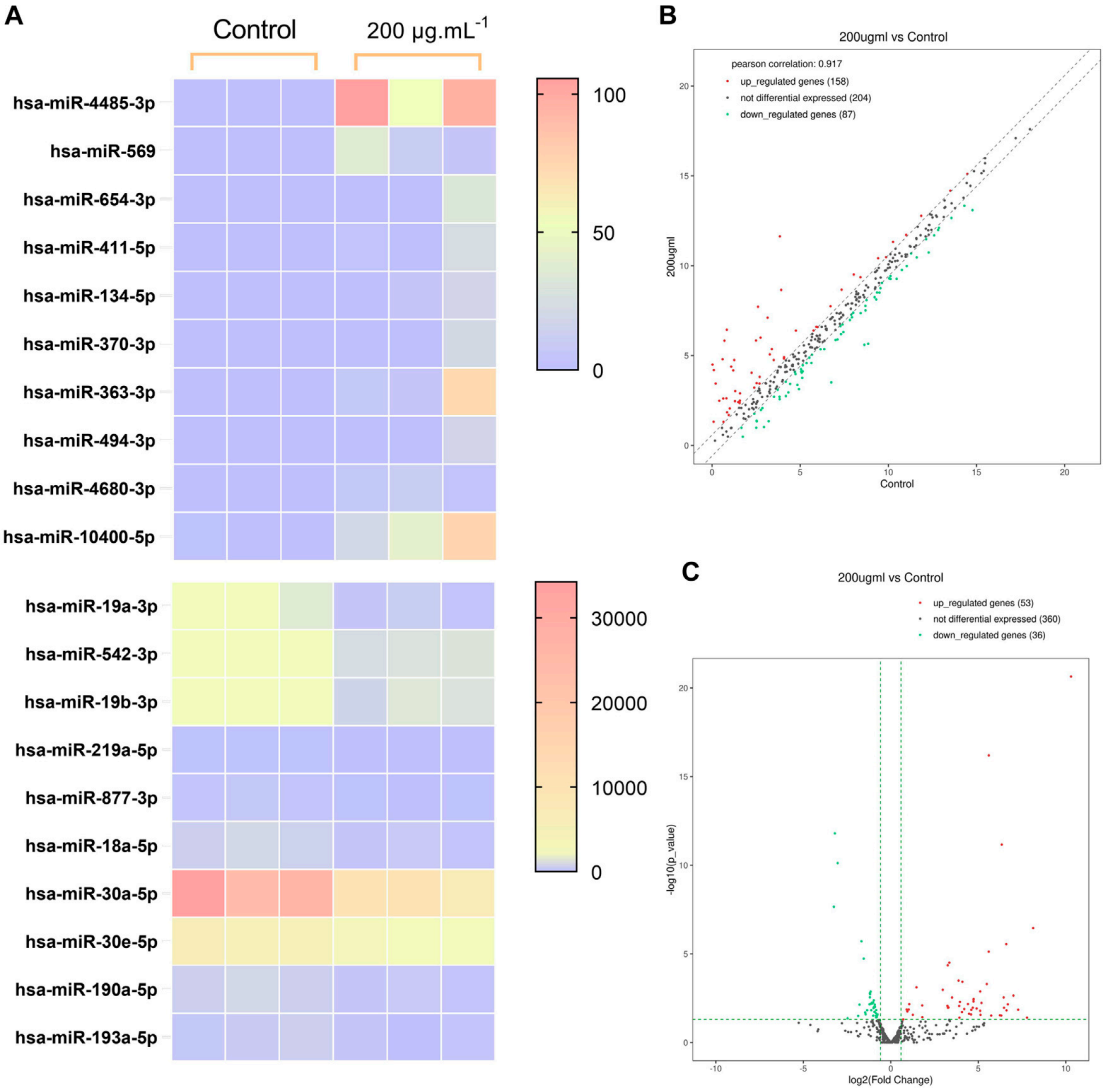
Differences in miRNA expression between the control group and BCSCs after 200 μg/mL RA treatment. **(A)** Heatmap of the clustering of the differentially expressed miRNA. **(B)** Scatterplot of the miRNA variants. **(C)** Volcano plot of the miRNA variation.

### 3.7 GO and KEGG pathway Analyses

To clarify the biological functions of the genes *in vivo* or cells and the signaling pathways involved, we can annotate each gene based on the Gene Ontology and KEGG database. GO analysis showed that the differentially expressed miRNAs were mainly enriched in the developmental process, anatomical structure development, regulation of nitrogen compound metabolic process, multicellular organism development, system development, response to stimulus, regulation of RNA metabolic process, cell differentiation, nervous system development and regulation of DNA-templated transcription (Figure 7A). Pathway analysis showed that the differential miRNAs were mainly involved in miRNAs in cancer, Human papillomavirus infection, Cellular senescence, Prolactin signaling pathway, signaling pathways regulating pluripotency of stem cells, FoxO signaling pathway, Axon guidance, mTOR signaling pathway, Renal cell carcinoma and Proteoglycans in cancer (Figure 7B). The p53 signaling pathway is crucial in cancer incidence and progression and plays a significant role in the research on breast cancer suppression conducted in this study (Figure 7C).

**FIGURE 7:**
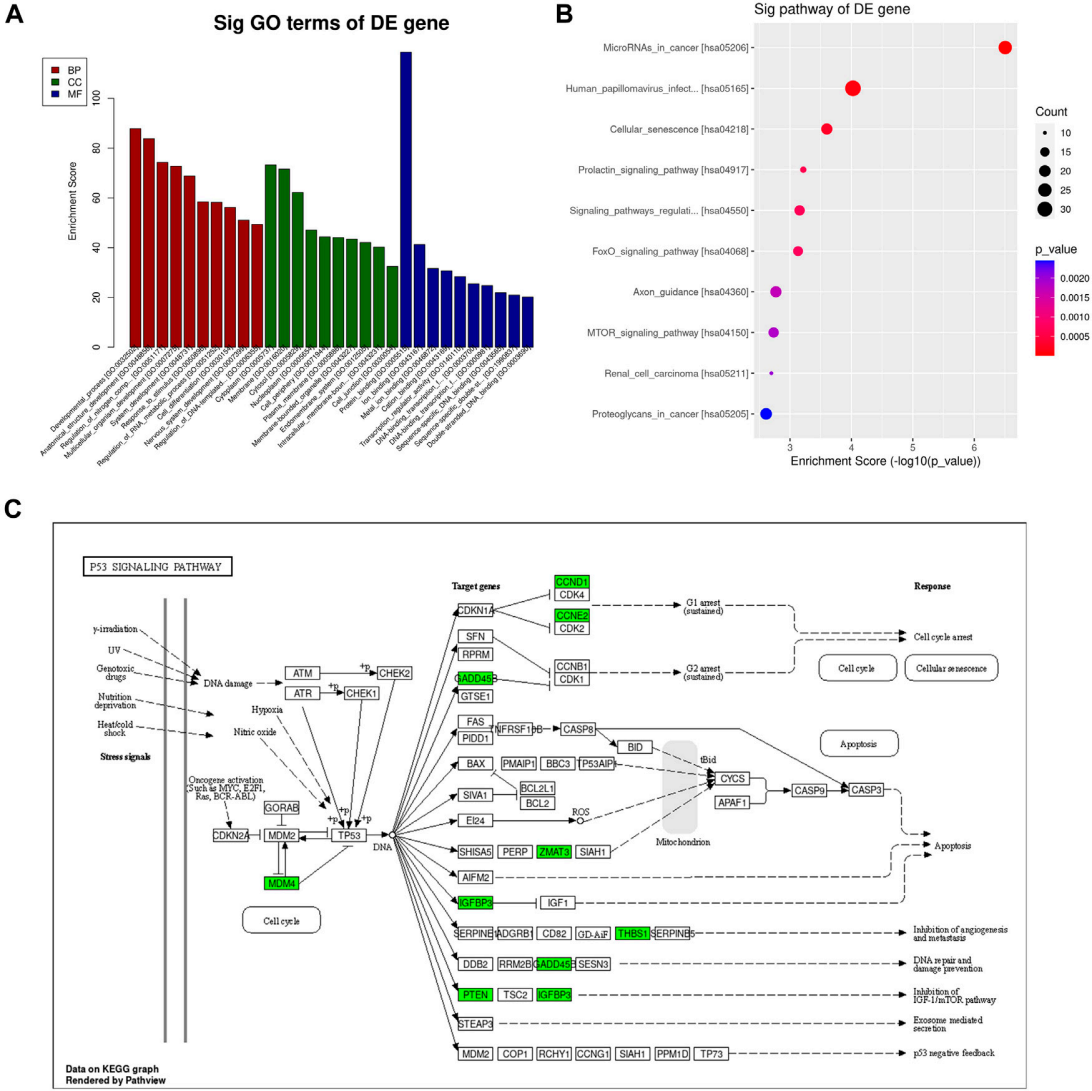
GO and KEGG pathway analysis of differentially expressed mRNAs. **(A)** The top 10 GO terms in biological process, cellular component, and molecular function are shown, ranked by enrichment score. **(B)** Top 10 pathways enriched among differentially regulated mRNAs. **(C)** P53 Pathway KEGG graph.

### 3.8 miR-30a-5p binds to BCL2L11 and regulates apoptosis

The TargetScan database analysis identified BCL2L11 as the miR-30a-5p target site (Figure 8A). To examine the interaction between miR-30a-5p and its target site in BCL2L11 mRNA, a luciferase reporter gene assay was performed using constructs containing the predicted target sequence (BCL2L11-wt) and the mutated target sequence (BCL2L11-mut). We found that cotransfection of miR-30a-5p mimics and BCL2L11-wt in BCSCs resulted in decreased luciferase activity compared to the scrambled control, whereas cotransfection of miR-30a-5p mimics and BCL2L11-mut in BCSCs showed luciferase activity comparable to the scrambled control (Figure 8B). Overexpression of miR-30a-5p significantly reduced the proportion of late apoptotic cells induced by RA and also slightly reduced the proportion of total apoptotic cells (all *P* < 0.05) (Figures 8C, D). These results suggest that miR-30a-5p binds to BCL2L11 and regulates apoptosis.

**FIGURE 8:**
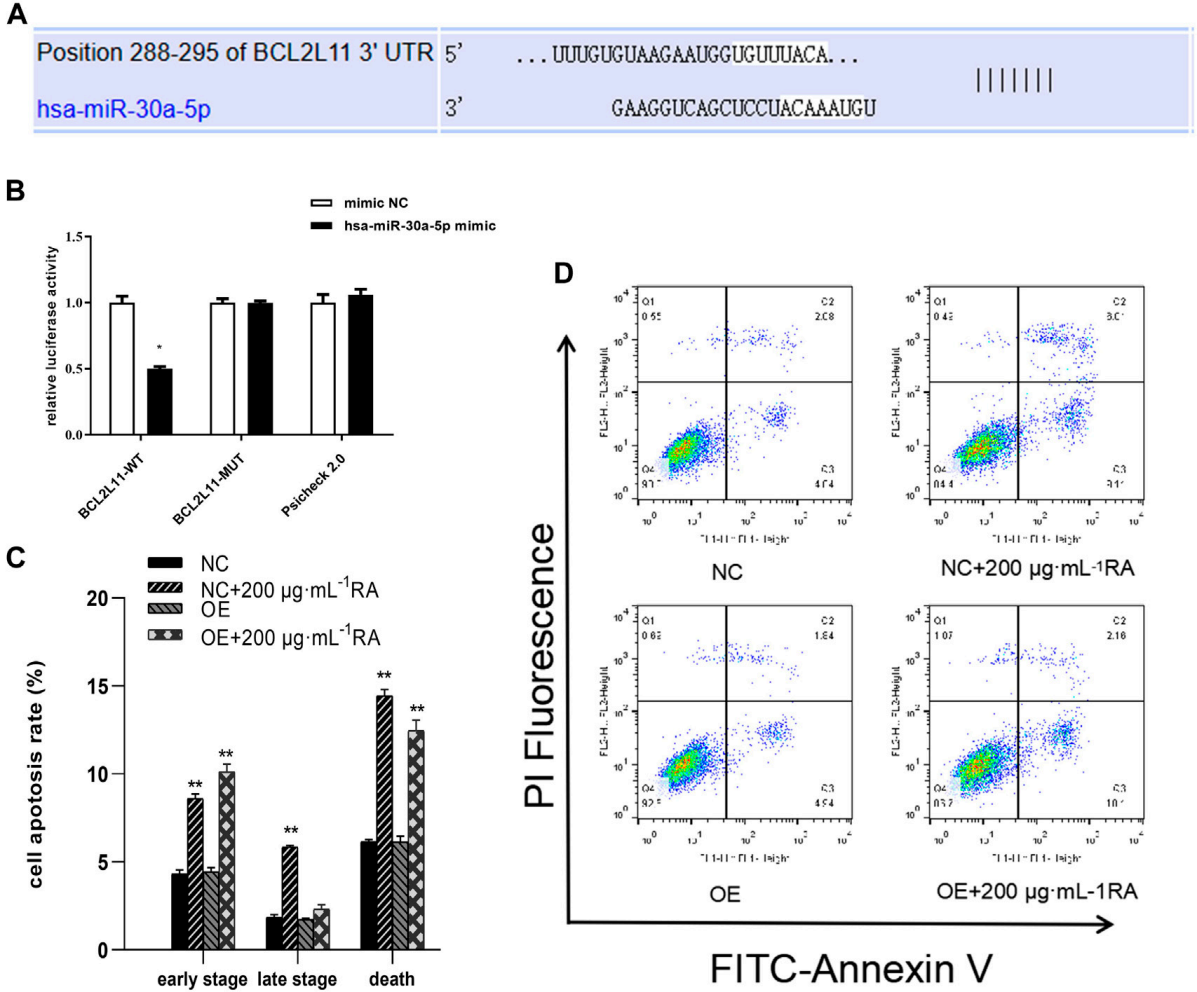
miR-30a-5p binds to BCL2L11 and regulates apoptosis. **(A)** TargetScan database predicted the existence of binding sites between BCL2L11 and miR-30a-5p. The mutation was generated on the BCL2L11 3′UTR sequence in the complementary site for the binding region of miR-30a-5p. **(B)** The luciferase reporter gene assay was performed using constructs containing predicted targeting sequences (BCL2L11-WT) and the mutated targeting sequence (BCL2L11-MUT). BCSCs were transfected with the constructs described above. **(C, D)** Apoptotic cells treated with 0 and 200 μg/mL RA for 48 h and/or overexpressing MiR-30a-5p were detected by flow cytometry. Results are presented as the mean ± SD. ** indicates *P* < 0.01, compared with control. group n = 3. Wt, wild-type; Mut, mutant; miR, microRNA; NC, normal cells; OE, overexpressing MiR-30a-5p cells.

## 4 Discussion

Breast cancer is the most commonly diagnosed cancer in women, and ranks second among the causes of cancer-related death in women (Fahad, 2019). Triple-negative breast cancer, which has a high invasive nature, poor prognosis, high recurrence rate, and high mortality rate, accounts for about 15%–20% of all breast cancer pathologic types (Ueda et al., 2020; Yin et al., 2020). Breast cancer transformed into stem cells has a strong ability to evade chemotherapy, and therefore such cancers are highly recurrent (Pan et al., 2024). We conducted cytotoxicity studies previously and found that the inhibitory effect of RA on breast tumor cells was much higher than that on ordinary breast cells (e.g., MCF-10A) (Ni et al., 2019). In addition, recent studies have found that RA has anti-tumor and other pharmacological effects (Nunes et al., 2017; Guan et al., 2022; Zhao et al., 2022; Ijaz et al., 2023), suggesting that RA may provides a selective therapeutic pathway of TNBC (Wei et al., 2020).

The results showed that CCK-8 assay, wound-healing assay, colony integration assay, and cell cycle assay provided strong evidence that RA inhibited the viability and migration of BCSCs, inhibited colony formation, and arrested cell cycle in the G0-G1 phase. This is consistent with our previous findings (Li et al., 2018a; Li et al., 2018b), and this anti-breast cancer effect (by promoting apoptosis) is recognized by other investigators (Scheckel et al., 2008; Stanojkovic et al., 2010).

In Figure 2, it was observed that BCSCs showed a significant inhibitory effect on cell aggregation after 50 μg/mL RA treatment in the cell cloning assay. In reality, the bioavailability of RA-rich herbal drugs, whether orally or intravenously, is not high, and the results of the *in vivo* pharmacokinetics in humans show that RA can reach *in vivo* blood concentrations of up to 142.20 ± 45.20 nmol/L and 308 ± 77 ng/mL (Baba et al., 2005; Jia et al., 2010; Hitl et al., 2021), In contrast, high accumulation is only possible in the kidney tissue of rats (Li et al., 2007). However, there were significant clinical efficacies at these blood concentrations, including antitumor effects, and thus the tumor-suppressive effects of low-dose RA may be multi-pathway, possibly interfering with the population dependence of cancer cells. In the present study, because of limited resources, we were temporarily unable to go further to explore the long-term benefits of RA at low doses in in vitro experiments, focusing on exploring the biological mechanisms of cancer inhibition at specific doses.

Apoptosis is a unique pattern of programmed cell death involving activation of a clear signaling cascade to eliminate cells. Apoptosis is also a key process for inhibiting tumor cell growth targeted by chemotherapeutic drugs. This study found that after 48 h of 200 μg/mL RA treatment, the apoptosis rate of BCSCs was significantly increased, while cell viability and cell scratches significantly decreased. Additionally, the colony formation assay showed that 100 μg/mL RA significantly inhibited cancer cell formation. This suggests that 200 μg/mL RA may be a more potent therapeutic concentration, with an irreversible induction of cell death. Therefore, in the following experiments, we focused on observing how RA within 200 μg/mL was used to initiate the apoptotic cascade effect.

Next, we observed changes at the molecular level in cell apoptosis-related proteins and miRNA levels. Consistent with our previous study, the BCL-2/Bax ratio decreased with increasing RA dose. At the same time, we detected the key apoptosis molecule p53 and the critical molecule BCL2L11. The regulatory direction further confirmed that RA promotes apoptosis in breast cancer cells.

Subsequently, we performed genome-wide methylation microarray analysis in BCSCs after RA treatment, and found that the methylation degree of the promoter region did not changed significantly, suggesting that this expression abnormality is likely caused by post-transcriptional regulation, and miRNA is one of the important mechanisms of post-transcriptional regulation.

Based on the above research background and previous studies, we believe that both miRNA and BCL-2/Bax pathway inhibit BCSCs in RA. Further investigation is needed to clarify whether RA regulates BCL-2/Bax gene expression in a coordinated manner. The literature evidence has shown that miRNA can regulate the two pathways, suggesting that it may be one of the potential front-end molecular regulation mechanisms. RA in Sarcandra glabra can affect the gene expression of BCL-2/Bax downstream by changing the miRNA levels in BCSCs, inducing apoptosis, and ultimately inhibiting BCSCs.

Micro-RNAs (miRNAs) are a class of small non-coding RNAs of 19–25 nucleotides in length (Winkler, 2010). Dysregulated tiny RNA may play a role in tumor suppression or promotion by targeting binding oncogenes or tumor suppressor genes (Zheng and Zhang, 2016). Studies show that miRNAs such as miR-27, miR-454, and those involved in MDA-MB-468 can affect proliferation, differentiation, metastasis, and invasion (Li Q. et al., 2017; Wu et al., 2018). miRNA functions in silencing mRNA or inhibiting its protein transcription. 

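Of 29 measured miRNAs from families known to target BCL2L11, the gene of the pro-apoptotic protein Bim, 8 were lower after RA, 1 was higher and 20 did not pass (adjusted p = 0.0023 from limma's camera test, and adjusted p = 0.39 with an estimated correlation), with 10 lower when adjusted over the list alone. The list was written with Table 2 in view. Beside the miR-30 members these were miR-19a-3p, miR-19b-3p, miR-20a-5p, miR-106b-5p and miR-152-3p, and the higher one was miR-363-3p, with miR-152-3p named after its value was seen. Leaving out 1 library at a time in limma ended the call of miR-19a-3p without control replicate 1 or RA replicate 3 (adjusted p up to 0.096), of miR-19b-3p without RA replicate 3 (adjusted p up to 0.063), of miR-20a-5p without control replicate 1, control replicate 2, control replicate 3, RA replicate 2 or RA replicate 3 (adjusted p up to 0.15), of miR-106b-5p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.18), of miR-363-3p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 2 (adjusted p up to 0.16) and of miR-27a-5p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.12). miR-148a-3p, the most abundant of the list, had a log2 fold change of -0.14, and miR-221-3p had 0.17, and neither passed. miR-27a-3p had a log2 fold change of 0.39 and miR-27b-3p of -0.12, neither past the test, while miR-27a-5p was lower at -1.06 (adjusted p = 0.017 from limma). Of 10 p53-responsive miRNAs none passed in limma (2 at an unadjusted p under 0.05 from limma and 1 at an adjusted p under 0.05 from edgeR's quasi-likelihood test), with a median log2 fold change of -0.34.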

In this study, we detected differential miRNA expression in BCSCs by high-throughput sequencing, and through differential analysis and functional enrichment analysis to screen with apoptosis-related pathways, we identified the key miRNA, miR-30a-5p. MiR-30a-5p is a key regulatory molecule in breast tumors, and it inhibited breast cancer cell migration, invasion, and glycolysis by targeting MTDH (3′-untranslated region of metadherin) and LDHA (Lactate dehydrogenase A) (Zhang et al., 2014; Li L. et al., 2017). In this study, we used targetscan to predict the target of miR-30a-5p and found that its target gene was apoptotic molecule BCL2L11. Later, we used a dual luciferase reporter system to verify the association of miR-30a-5p and BCL2L11. The results showed a significant interaction between the two. This result suggested that RA can effectively inhibit the silencing effect of miR-30a-5p on the BCL2L11 gene.

The regulation of apoptosis by miR-30a-5p is also evident in its interaction with the BCL-2 gene. Xu (Xu et al., 2017) and Jian (Jian et al., 2019) believe that miR-30a-5p induces apoptosis by targeting the silencing of BCL-2. Quan (Quan et al., 2019) also reported that the high level of miR-30a-5p induced decrease of BCL-2 protein levels and promoted the increase of Bax protein levels. However, recent reports have shown that knockdown of miR-30a-5p significantly increased Bax levels and decreased BCL-2 levels, as validated in hypoxia/reoxygenation models in cardiomyocytes and renal tubular epithelial cells (He et al., 2020; Liang et al., 2024). 

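The hairpin of miR-30a lies on chromosome 6 of GRCh38 from 71403551 to 71403621, in an intron of the non-coding gene LINC00472 in GENCODE, while the submitters' processing notes name hg19 and the deposited values carry no coordinates. The 3p arm of the same hairpin, miR-30a-3p, was at 620.4 ± 74.2 CPM in the controls and 623 ± 70.0 CPM after RA (SD, n = 3 each), a log2 fold change of 0.01 (standard error 0.20, adjusted p = 0.99 from limma). miR-30e-3p had a log2 fold change of 0.35. None of the 5 measured 3p arms of the family passed, with 0 at an unadjusted p under 0.05 from limma and 0 at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Their median log2 fold change was -0.33, with 3 below 0 and 2 above.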

In this study, we observed that miR-30a-5p of BCSCs was downregulated by RA. This downregulation reduced the silencing effect of miR-30a-5p on the BCL2L11 gene and increased the expression of Bim, a translation product of the BCL2L11 gene. Bim bound to BCL-2 and promoted the progression of apoptosis. The regulation of the apoptotic pathway by miR-30a-5p may vary across different tissues. Additionally, we considered the molecules that RA regulates at the microRNA level. Quan (Quan et al., 2019), chromatin immunoprecipitation assays showed that miR-30a-5p expression wasincreased following binding of p53 to the promoter of MIR30A. This finding aligns closely with our study. This supports the view that miR-30a-5p plays an important role in the regulation of apoptosis.

Similarly, this regulation of apoptosis may also be induced based on inhibiting cellular autophagy levels, when simultaneous downregulation of two key molecules, ATG 5 and BCL-2, is observed when miR-30a-5p is overexpressed (Tan et al., 2023). Surprisingly, our target was the key molecule BCL-2/Bim in this study. From the perspective of autophagy, the downregulation of BCL2L11 can improve the death threshold of cancer cells through two mechanisms, thus promoting their drug resistance: the direct inactivation of apoptotic signaling cascade and the induction of cytoprotective autophagy (Dai and Grant, 2015).

This also suggests that RA is not only a drug that fights breast cancer by promoting apoptotic signaling, but also one that may reverse cancer cell resistance and acts in combination with other antitumor drugs. However, the detailed mechanisms need further investigation. In summary, RA treatment may exert its anti-tumor effects by modulating the highly relevant miR-30a-5P in BCSCs, offering new ideas for the diagnosis, treatment, and prognosis of TNBC.

## 5 Conclusion

RA effectively inhibited the silencing effect of miR-30a-5p on the BCL2L11 gene and enhanced apoptosis in BCSCs.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE274675.

How the deposited data were processed for this re-analysis (not part of the article)

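Mature miRNAs were measured in 3 control and 3 RA libraries of MDA-MB-231-derived BCSCs (200 μg/mL, 48 h). The authors deposited one normalized signal per miRNA and library, CPM on an effective library size, and for each group a log2 value that the authors computed from it. The deposited CPM columns sum to 1152344 in control replicate 1 and 867794 in RA replicate 3. The submitters' processing notes name the genome build hg19, and the aligner and counter are not given in the sources used here. All 100% of 2694 values were whole multiples of the smallest value above 0 in their library, within 0.01 reads, and reads were recovered by dividing by it.
The paper's statistics section names Student's test for comparing groups in general and leaves open what was used for the sequencing values. The design had named edgeR's quasi-likelihood test for counts and limma for normalized values. Since the deposited signal was CPM and not counts, limma 3.58.1 with a mean-variance trend was run on log2(CPM + 1) over all 449 miRNAs with Benjamini-Hochberg adjustment, in R 4.3.3. This fit gave all libraries the same weight, although 1 read stood for 0.233 CPM in control replicate 2 and 5.21 CPM in RA replicate 2. Depth differed with the group, so that its effect cannot be told apart from the comparison. edgeR 4.0.16 on the recovered reads was added after the data were examined, and called 32 miRNAs higher and 32 lower. DESeq2 1.42.0, limma-voom and edgeR's exact test on recovered reads, other scaling factors, filters, pseudocounts of 0.5 and 5, a block on the replicate number and leaving out each library were set before the data were examined. Lists of miRNAs, 26 in all, were also set then, and the 24 with at least 3 measured members were tested with camera at a preset correlation of 0.01. Camera with an estimated correlation and limma's fry test were planned beside it.
The named miRNAs were those the paper names, the 10 higher and 10 lower with the largest changes among miRNAs at an adjusted p under 0.05 with a mean of at least 10 CPM and no overlap between groups, the 5 most abundant, and 2 to 4 of the most abundant of each list. Values in the paper's tables had been seen when this rule was set. Only 8 higher miRNAs met it. miR-454, miR-6785-5p and miR-642a-3p had no value among the 449 deposited miRNAs and so could not be tested.
Both tests were tested on simulated reads for the 449 miRNAs with 100 changed in each of 5 draws. The simulated spread was estimated from the control libraries alone and used for both groups. Real RA libraries varied more, with correlations of 0.917 to 0.933 among them against 0.989 to 0.993 among controls. The shares below therefore describe tighter data than these. Among miRNAs of at least 10 CPM, limma recovered 62.3% of those changed 2-fold and 83.9% of those changed 4-fold, and over all abundances 36.8% and 56%. edgeR's quasi-likelihood test recovered 72.6% and 89.5%, and over all abundances 43.6% and 59.2%. Of the calls 8.30% were false with limma and 6.88% with edgeR. A miRNA with no reads in the control group could still be present at 0.322 CPM, and one with none in the RA group at 1.94 CPM (3 reads over the group, counting error only).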

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

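The tests on RNA from other tissues and on the RA libraries' shared response were chosen after the result was seen, and the thinning test of RA replicate 3 before. Outside the miRNAs the paper names, miR-340-5p (log2 fold change 5.07), miR-1248 (4.39), miR-1268a (3.24), miR-1268b (3.24) and miR-128-3p (1.29) were above every control in every RA library and passed in limma. Leaving out 1 library at a time in limma ended the call of miR-340-5p without RA replicate 3 (adjusted p up to 0.058), of miR-1248 without RA replicate 2 or RA replicate 3 (adjusted p up to 0.25), of miR-1268a without RA replicate 2 or RA replicate 3 (adjusted p up to 0.18), of miR-1268b without control replicate 2, RA replicate 2 or RA replicate 3 (adjusted p up to 0.18) and of miR-128-3p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.36). Over the alternatives that tested each miRNA (28 for miR-340-5p and miR-128-3p, 27 for the others) the adjusted p ranged from 1.3e-23 to 0.058 for miR-340-5p, 7.0e-14 to 0.4 for miR-1248, 9.9e-10 to 0.2 for miR-1268a, 1.5e-09 to 0.3 for miR-1268b and 1.5e-05 to 0.36 for miR-128-3p. Groups of 3 libraries were not tested for single outlying libraries.

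Single RA libraries held miRNAs known from other tissues far above every control. In RA replicate 1 these were miR-122-5p at 9493 CPM, miR-451a at 824 CPM and miR-203a-3p at 64.2 CPM, and miR-451a stood at 355 CPM in RA replicate 3. For miR-122-5p a response to RA that lifts every RA library above the highest control is argued against. It stood at 5.21 CPM in RA replicate 2 and had no reads in RA replicate 3. The upper 95% counting limits there were 29.0 and 10.7 CPM, below the highest control at 32.1 CPM. These limits cover counting error only. A response in RA replicate 1 alone and a difference of that library cannot be told apart. Low depth is argued against by the 9614 reads of miR-122-5p in RA replicate 1, the deepest RA library. For miR-126-3p and miR-451a, above all controls in RA replicates 1 and 3, a response to RA and a difference of single libraries cannot be told apart: RA replicate 2 had 6 reads of these and of miR-122-5p and miR-203a-3p where 2069 would be expected at the CPM of RA replicate 1, but this sets single libraries against counting error only. RNA of blood cells also stays open: 3 of 8 measured blood cell miRNAs lay above all controls and RA replicate 2 in RA replicate 1, and 5 of 8 in RA replicate 3; the count in RA replicate 1 would argue against it by the bound first set, which was set aside after the count was seen, because only 3 of the 8 had under 50 CPM in every control and at least 10 reads in a library.

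RA replicate 3 listed reads for 409 miRNAs, more than any other library, from 298412 reads. Depth does not account for this, since no control thinned to the same number of reads listed more than 318 in 20 draws. Of the 26 measured 14q32 miRNAs, miR-381-3p stood at 75.6 CPM and miR-409-3p at 32.0 CPM in RA replicate 3. The summed CPM of all 26 was 2.10, 10.2 and 1.61 in the controls and 30.6, 20.8 and 393 in the RA libraries, so that RA replicate 1 also lay above every control while the value of RA replicate 2 rests on 4 reads, and 31 reads were found in RA replicate 1 where 398 would be expected at the CPM of RA replicate 3. A response to RA of unequal size and a difference of RA replicate 3 cannot be told apart for these, since only single libraries and counting error are compared. The 31 miRNAs with reads in RA replicate 3 alone included 10 of the 26 from 14q32. For the 31, 165 reads would be expected in RA replicate 1, but they were picked for their absence elsewhere, so that this decides nothing.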

How the results depend on the processing

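The edgeR quasi-likelihood fits, the thinning, the fit without RA libraries 1 and 3 and the splits were chosen after seeing the data. Unless said otherwise, the cause was not tested. The 34 calls at an adjusted p under 0.05 became 66 with DESeq2, 77 with limma-voom and 64 with edgeR's quasi-likelihood test, and with the last 59, 31 and 46 without control replicate 1, 2 or 3 and 90, 79 and 33 without RA replicate 1, 2 or 3. Thinning all libraries to the smallest, which leaves fewer reads, gave 8 to 27 calls in 20 draws (median 18), and 14 miRNAs passed by their median adjusted p. Without single libraries limma made 10 (without control replicate 1) to 49 calls (without RA replicate 1). The 54 miRNAs by the paper's rule became 144 with limma-voom, 85 with edgeR's quasi-likelihood test, 87 with it without RA replicate 2, 35 at a mean of at least 10 CPM, where fewer miRNAs were tested, 31 to 43 in the thinned draws (30 by the median p and fold of each miRNA), 88 at a fold over 1.5, 25 at an adjusted p under 0.05 with a fold over 2, and 39 (without control replicate 2) to 84 (without RA replicate 2) in limma without single libraries. Leaving out RA libraries 1 and 3 together, where the lone RA library is assumed to vary like the controls, gave 67 calls, 103 by the paper's rule, 0 lists and a log2 fold change of -1.47 for miR-30a-5p (adjusted p = 0.085 from limma). Without single libraries the log2 fold change of miR-30a-5p lay between -1.81 and -1.51, and its call in limma ended without RA replicate 3 (adjusted p = 0.052), while over all 28 alternatives its adjusted p ranged from 3.8e-13 to 0.085 and passed in 26. The 9 lists called by camera became 4 at a mean of at least 10 CPM, 0 with an estimated correlation and 5 (without RA replicate 1) to 9 without single libraries. By limma's directional fry test the adjusted p was 0.014 for the miR-30 family, the miR-17~92 cluster, the miR-23/27/24 clusters and the BCL2L11 list. It was 0.043 for the miR-15/16 family. The entries matching other RNAs (0.07), the miR-17 seed family (0.26), let-7 (0.33) and 14q32 (0.38) did not pass fry. Of the lists without a camera call, fry passed the cluster of miR-424-5p (0.014), the metastasis-promoting miRNAs (0.043) and the fibroblast markers (0.024). miR-192-5p, not called, turned lower at -0.67 with edgeR's quasi-likelihood test without RA replicate 1. A replicate block gave 55 calls, but the numbers are not known to pair the libraries: the correlations of same-numbered deviations were 0.124, -0.195 and 0.134, and not every library correlated best with its own number. Of the comparisons of named miRNAs with an alternative, 2643 stayed on their side of the threshold, 138 lost a call and 131 gained one. In 1 the sign was reversed with a call. Sign changes of miRNAs called in neither fit are among the 2643, as for miR-20b-5p (-0.94 to 1.29, called in none of 27 alternatives). Depth limits what can be seen below 1.94 CPM in the RA group. Of 10 splits of the 6 libraries into 3 and 3, 1 (the real one) reached each result, with 34 calls against at most 0, 54 by the paper's rule against at most 13 and 9 lists against at most 6, and 10 splits are too few for a share under 0.05.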

Differences from the paper's values

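By the stated rule of a fold change over 2 and a p under 0.05, 27 miRNAs were higher, where the paper's count is 53. Among the alternatives set before the data were examined, DESeq2 (50), edgeR's exact test (52) and the fit without RA replicate 2 (47) lie within 1.5 times of the paper's count, and the others do not. These drop 5, 0 and 5 of the 20 miRNAs of Table 2, against 4 here, and gave 10, 28 and 37 lower, where the paper's count is 36. Of those chosen after seeing the values, edgeR's quasi-likelihood test gave 58 higher and drops 1 of the 20 miRNAs of Table 2, with a replicate block 39 (drops 3), and without control replicate 1, 2 or 3 52, 49 and 49 (drops 2, 4 and 2), without RA replicate 1 or 2 55 and 47 (drops 2 and 1), and limma without RA libraries 1 and 3 gave 48 (drops 6). In total 54 miRNAs met the rule, where the paper's total is 32, a total smaller than the sum of its counts by direction. Within 1.5 times of it lie filterByExpr (38), a mean of at least 10 CPM (35), the fit without rRNA, tRNA and similar entries (46), pseudocount 5 (42), the adjusted p with a fold over 2 (25) and the fits without control replicate 1 (42), 2 (39) or 3 (43), and the other alternatives do not. Of the 20 of Table 2, filterByExpr drops 9, the mean of at least 10 CPM 10, the fit without such entries 6, pseudocount 5 6, the adjusted p 10 and the fits without control replicate 1, 2 or 3 8, 9 and 8. The vertical lines of Fig. 6C, whose printed counts are those by direction, lie nearer to a 1.5-fold than to a 2-fold change, and at a fold over 1.5 limma gave 33 higher and 55 lower, DESeq2 63 and 30, and edgeR's exact test 57 and 49. Thinning to the smallest library, chosen after seeing the values, gave 31 to 43 in 20 draws (median 35) and drops 7 to 12 of the 20 of Table 2. The unadjusted p of miR-30a-5p was 1.0e-05 from limma, where the paper's is 1.9247E-06. Scaling to the library total alone gave 2.0e-06, and none of the other alternatives set before came within 1.5 times.

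The fold changes of Table 2 equal the differences of the deposited group values for all 20 miRNAs, within 0.001, and edgeR on recovered reads gave values on that scale, 10.29 for miR-4485-3p against 6.36 on log2(CPM + 1). The counts of miRNAs over and under 1.5-fold in Fig. 6B match the 158 and 87 counted here. Of the 20 miRNAs of Table 2, 16 met the fold and p rule here. miR-654-3p, miR-411-5p, miR-370-3p and miR-494-3p, listed there as higher, had an unadjusted p over 0.05 from limma. The rule was met by 20 with edgeR's exact test and 18 with limma-voom, and by 19 with edgeR's quasi-likelihood test, chosen after seeing the values.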

Other observations

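The test on GC content was chosen before its result was seen and that on the arms of the hairpins after. Other lists had no call from camera at an adjusted p under 0.05. Of 6 members of the cluster of miR-424-5p and miR-542-3p 1 was lower, miR-542-3p (adjusted p = 0.07 from camera), and of 6 of the miR-106b~25 cluster 1 was lower, miR-106b-5p. The cluster of miR-106a-5p and miR-363-3p had 1 higher of 4, miR-363-3p, which is also the 1 higher of 5 in the miR-25/92 seed family. miR-363-3p had 2 control reads in all, a read ratio of 99.2 with a 95% counting interval of 25.4 to 853. None of the 4 miRNAs of the miR-200 family, known for holding epithelial identity, none of the 4 arms of miR-221 and its cluster partner and none of the 4 metastasis-promoting miRNAs passed, each with 0 at an unadjusted p under 0.05 from limma and 0 at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The same counts held for the 2 hypoxia miRNAs, too few for camera. Of 8 metastasis-suppressing miRNAs 1 was lower, miR-31-5p (-0.88), of 9 fibroblast and mesenchymal markers 1 was lower, miR-214-3p, named after its value was seen, and of 4 brain markers 1 was higher, miR-128-3p. For the metastasis-suppressing list camera's direction was down where the median log2 fold change was 0.42 and the mean 0.47, and for the brain markers it was up where the median was -0.24 and the mean 0.04. Leaving out 1 library at a time in limma ended the call of miR-106b-5p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.18), of miR-363-3p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 2 (adjusted p up to 0.16), of miR-31-5p without control replicate 1, control replicate 3, RA replicate 2 or RA replicate 3 (adjusted p up to 0.16) and of miR-128-3p without control replicate 1, control replicate 2, control replicate 3 or RA replicate 3 (adjusted p up to 0.36).

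miR-4485-3p, with the largest higher log2 fold change in limma, has its hairpin on chromosome 11 of GRCh38 from 10508270 to 10508326, in an exon of MTRNR2L8 in GENCODE, and shares an exact stretch of 24 bases with the mitochondrial 16S rRNA gene MT-RNR2. The hairpin of miR-1248 overlaps the snoRNA gene SNORA81.

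The fall of miR-30a-5p and miR-30e-5p was not shared by their 3p arms. The 3p arm of miR-30d, whose 5p arm was also lower (-0.97), lay between -0.87 and -0.12 over 28 alternatives and passed in none. The difference between the 5p and 3p log2 fold changes was -1.69 (standard error 0.21) for miR-30a and -1.91 (standard error 0.12) for miR-30e. An equal fall of both arms was therefore not seen, but these are the values that showed the pattern. They cannot decide on lower transcription of the hairpin, since the level of a mature arm also depends on its stability. Over 257 miRNAs the log2 fold change rose by 0.092 per 10% of GC content of the arm, taken as its side of the hairpin. The Spearman correlation across these miRNAs was 0.0882. So weak a trend leaves little of the fall of miR-30a-5p to GC content taken in this way. The GC content of the mature strand itself was not used, so that its effect is not decided. miR-30a-5p lay -1.64 from the trend, which on so flat a line is nearly its own fold change and adds little. A change in arm choice or in the stability of the mature strand, after RA or in handling, was not tested.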
